A study of Saccharomyces cerevisiae with 4 samples. Its data were reported in "Effects of the Yeast RNA-Binding Protein Whi3 on the Half-Life and Abundance of CLN3 mRNA and Other Targets" (2013).

How the data were processed

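RNA was measured on 4 homemade yeast arrays carrying spotted double-stranded DNA probes, so the strand of a transcript was not distinguished. On each array, Cy3-labelled cDNA from an anti-TAP immunoprecipitate was hybridised with Cy5-labelled cDNA from total RNA of the same strain. The strain carried either TAP-tagged Whi3 (Whi3-TAP) or the same tagged protein without its RNA recognition motif (Whi3-dRRM-TAP). Each group had 2 arrays, 1 from each of 2 independent experiments, and the replicate number was taken as the experiment. As a check of that pairing, the deviations of the arrays from their group means were correlated across genes, with Pearson r = 0.218. Log ratios of the groups had r = 0.360 and 0.425 within an experiment and 0.485 and 0.214 across experiments, so the values do not settle the pairing. The dyes had the same orientation on every array, so a dye effect stays in a ratio of immunoprecipitate to total RNA but cancels in the difference between the groups.

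Per the file headers, each array's table gives the foreground and local background intensity of every spot in both channels, before any background subtraction. The deposited log2 ratio of each spot is total RNA over immunoprecipitate, each minus its local background and multiplied by 1 constant per array set by the authors' database. Per the file headers, the share of saturated pixels is a percent of the pixels of a spot in each channel. The deposited series matrix holds a log2 ratio per probe, of which 5859 probes have values. Per the study's methods, spots of a probe were averaged once background had been subtracted and loess applied, while which spots were left out is not given in the sources used here. It was used only as an alternative. The probe annotation of the arrays names no genome build, so no positions are printed.

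Each array had 32256 spots in 32 print sectors, of which 31688 were yeast probes, with a median of 4 spots per gene. Spots with a negative GenePix flag, set when the scans were read, were left out. That left 25277 spots (79.8%) on Whi3-TAP array 1, 14707 (46.4%) on Whi3-dRRM-TAP array 1, 27402 (86.5%) on Whi3-TAP array 2 and 24290 (76.7%) on Whi3-dRRM-TAP array 2. The mean foreground was corrected with the median local background by the normexp method with an offset of 50, log2 ratios of immunoprecipitate to total RNA were normalized by loess within each array, and the spots of a probe were averaged. These steps used limma 3.58.1 in R 4.3.3, with jsonlite 2.0.0 and version 1.17.8 of data.table. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9 and pandas 2.3.3. Of 5738 gene probes, 5548 matched an entry of the RefSeq annotation by systematic name. Probes for 3′ UTRs (480) were kept apart. A value on all 4 arrays was required for every comparison, which 4295 genes had, except where an array was left out, where values on the other 3 were required (4337 and 4301 genes without Whi3-TAP arrays 1 and 2, and 5270 and 4334 without Whi3-dRRM-TAP arrays 1 and 2). A further 1062 genes had values on 3 arrays, 215 on 2 arrays and 120 on 1 array, while 46 had none.

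A gene was called above background in a channel of an array where its mean foreground minus background exceeded 2 background SDs. Folds are given only for genes above background in the immunoprecipitate of at least 1 array of each group. Where no Whi3-dRRM-TAP array was above background, the fold is a lower bound in the immunoprecipitate channel, with the Whi3-dRRM-TAP signal raised to the limit of 2 background SDs of that gene. A gene counted as saturated in a channel where at least 50% of the pixels of its median spot were saturated. The number of arrays limits the precision of every value. SDs are over the 2 arrays or experiments.

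The net log ratio of a gene is its log2 ratio of immunoprecipitate to total RNA in Whi3-TAP minus that in Whi3-dRRM-TAP, taken within each experiment and averaged. It was tested with limma (lmFit and eBayes, 2-sided) with the experiment as a block, and p-values were adjusted by the Benjamini-Hochberg method at 0.05. The block leaves 1 residual degree of freedom per gene beside a prior of 3.17 degrees of freedom, against 2 and 3.63 with no block. The rule of the study, a mean net log ratio at least 1.65 SD above the mean over genes, was counted beside the test. The ratio of immunoprecipitate to total RNA within each group was tested against 0 in the same framework with no block. Total RNA of the strains was compared in the Cy5 channel after quantile normalization of average intensities between arrays (Aquantile), with the experiment as a block. In simulated data 200 of 4295 genes were changed by 1, 2 or 4 log2 units up or down, with noise drawn from the fitted prior. The blocked test called 26 of 34 genes raised by 2 log2 units, 31 of 33 raised by 4 and 0 of 34 raised by 1, with 5 false calls among 4095 unchanged genes. Genes changed by 4 ease the adjusted threshold for the others, and the largest mean net log ratio in the data was 3.73. The simulated counts are therefore not the power of the test in the data. With no block the test called 19 of 34 raised by 2 and 33 of 33 raised by 4, with 2 false calls. The SD rule took in 33 of 34 raised by 2.

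Before the data were examined, 30 gene lists, the tests, the alternatives and the rule for naming genes were fixed. The study's paper, which reports targets from these same arrays, was known by then. The lists were the mRNAs the study tabulated as Whi3 targets, Start and G1 cyclin genes, S and M phase genes, cell wall proteins with glucan and chitin synthesis, cell wall integrity signalling, sphingolipid and very long chain fatty acid synthesis, sterol synthesis, fatty acid and phospholipid synthesis, hexose transporters, amino acid permeases, other plasma membrane transporters, pleiotropic drug resistance, phosphate response, mRNA decay, translation factors, ribosome biogenesis, cytosolic ribosomal proteins, mitochondrial ribosomal proteins, oxidative phosphorylation, mitochondrially encoded transcripts, glycolysis, amino acid and one-carbon synthesis, nucleotide synthesis, heat shock proteins, ER translocation and glycosylation, nuclear transport, proteasome, histones, pheromone response, and glucose and cAMP signalling. Lists with at least 5 measured genes were tested with camera of limma at its preset inter-gene correlation of 0.01 and again with an estimated correlation, adjusted over the 29 lists tested. Mitochondrially encoded transcripts had 0 probes and were not tested. The named genes were the 12 with the highest and the 8 with the lowest mean net log ratio among genes with the same sign in both experiments, those past the threshold first. To these were added 12 genes chosen by name (CLN3, WHI3, WHI4, CLN2, MID2, MTL1, OLE1, HYP2, ANB1, SML1, PHO84 and ACT1), up to 4 members of each list with the largest absolute net log ratio, and the 5 highest and 5 lowest genes of each other comparison. The rule took 152 genes, of which the text prints some.

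The alternatives were plain background subtraction, no background correction, the median foreground, print-tip loess, median centring, spots with a negative GenePix flag kept, genes not above background in both channels on all 4 arrays left out, the series matrix values, no block, an eBayes prior with an intensity trend or made robust, other SD limits, a separate-channel fit and quantile normalization for total RNA, and leaving out each experiment or array in turn. When an array was left out the block was dropped, and the lone array of a group was assumed to vary like the other group. Added after the data were seen were the 3′ UTR probes, genes with at least 2 spots on every array, list tests and total RNA without each array, list tests of total RNA under each scaling, and the estimated correlation with no block. The planned comparisons of net log ratio with motif density and with AUUUUA sites were not run, since no genome sequence was used here. Control spots and 3′ UTR probes were left out of the comparisons of genes.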

Results

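Whi3 is an RNA-binding protein that restrains the G1 cyclin Cln3 in budding yeast. RNA that came down with Whi3-TAP, or with Whi3-dRRM-TAP as the background control, was measured against total RNA of the same strain on 4 arrays, with 2 per group. Median net intensities in the immunoprecipitate and total RNA channels were taken over yeast spots with no negative GenePix flag. Such spots were 79.8% of yeast spots on Whi3-TAP array 1 but 46.4% on Whi3-dRRM-TAP array 1. The medians were 866 and 706 on Whi3-TAP array 1, and 954 and 622 on Whi3-dRRM-TAP array 1. They were 2228.5 and 1165 on Whi3-TAP array 2, and 1386 and 1498 on Whi3-dRRM-TAP array 2. Of the 4295 genes with a value on every array, 3604 (83.9%) and 4252 (99.0%) were above background in the immunoprecipitate of Whi3-TAP arrays 1 and 2, against 541 (12.6%) and 2127 (49.5%) on Whi3-dRRM-TAP arrays 1 and 2. In total RNA the counts were 2595 (60.4%) and 2512 (58.5%) for Whi3-TAP, and 947 (22.0%) and 2516 (58.6%) for Whi3-dRRM-TAP.

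The net log ratio asks which mRNAs, relative to the bulk of mRNA, came down more with Whi3 when its RNA recognition motif was present. A high value does not mean absence from the control. Loess centres each array, so a low or negative value does not mean that an mRNA came down in a smaller amount. The highest value was that of SNU13 (YEL026W), which encodes a protein of small nuclear and nucleolar ribonucleoproteins, at 3.73 ± 0.77 (log2, SD, n = 2 experiments), or 13.3-fold. ECL1 (YGR146C) followed at 3.23 ± 0.54, and FUR1, encoding uracil phosphoribosyltransferase, had 2.64 ± 0.04. ANB1, an isoform of translation factor eIF5A, had 2.55 ± 0.16, and KAP95, encoding importin beta, had 2.50 ± 0.31. Whether the ANB1 probe also read HYP2, the other eIF5A isoform, was not tested. NCW1 had 2.56 ± 0.47, TMC1 2.28 ± 0.36 and MIG2, a repressor in glucose signalling, 2.27 ± 0.81. YGR035C (2.94 ± 0.04), YKR075C (2.71 ± 1.05) and CDC6, a replication licensing factor (2.43 ± 0.00), were above background in the immunoprecipitate of neither Whi3-dRRM-TAP array. Their immunoprecipitate signal was at least 3.07-fold, 3.76-fold and 2.75-fold higher in Whi3-TAP, and total RNA of CDC6 was above background on no array. TED1 differed between the experiments, at 4.21 and 0.41, rested on 1 spot on at least 1 array, and was above background in neither Whi3-dRRM-TAP immunoprecipitate, with a Whi3-TAP signal below the limit of background there. Up to 91% of the pixels of SNU13 spots and 87% of those of NCW1 spots were saturated in the immunoprecipitate, so their values are limited by the scanner.

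No gene passed the threshold in the blocked limma test, in either direction (0 higher and 0 lower, smallest adjusted p = 0.0678), while 548 genes were higher and 709 lower at an unadjusted p under 0.05. With no block, limma gave 71 higher and 61 lower, and with an intensity trend in the prior the blocked test gave 275 and 252. The rule of the study, 1.65 SD above the mean, put the limit at 1.05 and took in 215 genes, of which 214 had the same sign in both experiments. By the same rule 217 genes lay below the lower limit of -1.21, so the counts on the sides were alike and near the share of 4.95% that a normal distribution puts in 1 tail (5.01% above). What repeated was which genes lay there. With the rule applied to the mean and SD of each experiment alone, 90 genes lay above the limit in both against 9.69 for independent lists. Below it in both lay 72 against 11.9. Net log ratios of the experiments had Pearson r = 0.629 and Spearman rho = 0.622 across genes, which are not independent replicates. With 1 array left out and no block, the lone array of a group was taken to vary like the other group. Counts of genes passing then rest on the spread of the other pair of arrays. They are therefore not read as results and appear only where the dependence on the processing is listed. The arrays of a pair had r = 0.842 for Whi3-TAP and 0.633 for Whi3-dRRM-TAP.

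**Figure D1:**
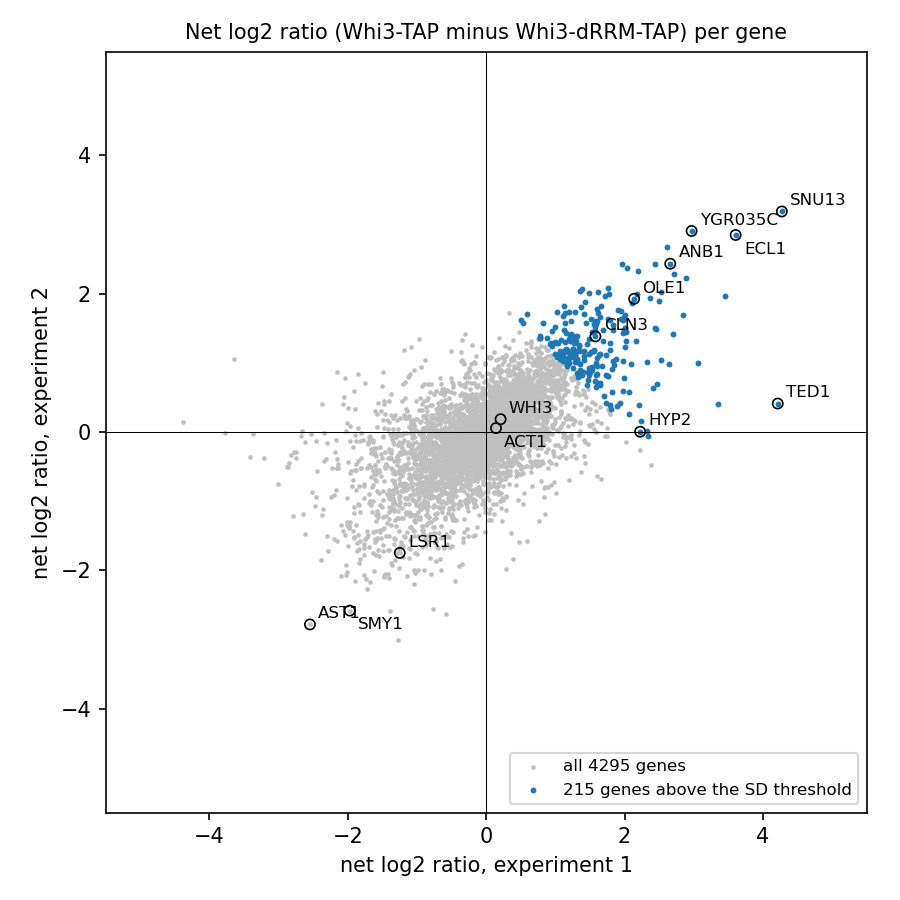
Net log ratio (log2) of each of 4295 genes in experiment 1 (horizontal axis) and experiment 2 (vertical axis). Blue points are the 215 genes whose mean lies above the SD limit of 1.05 and circles mark named genes, with SNU13 and ECL1 high in both experiments (Pearson r = 0.629 across genes).

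Among the genes chosen by name, CLN3 (YAL040C, chromosome 1), the G1 cyclin that starts the cell cycle, had a net log ratio of 1.48 ± 0.14 (1.58 and 1.38), or 2.79-fold, and ranked 79 among all genes. Its adjusted p was 0.0686 with the block and 0.0384 with no block. CLN3 was 1.77 ± 0.10 over total RNA with Whi3-TAP and 0.29 ± 0.04 with Whi3-dRRM-TAP. CLN2, another G1 cyclin, had 0.82 ± 0.12, below the SD limit, and was above background in neither Whi3-dRRM-TAP immunoprecipitate, with a signal at least 1.07-fold higher in Whi3-TAP. The fatty acid desaturase gene OLE1 had 2.03 ± 0.15, the ribonucleotide reductase inhibitor gene SML1 1.88 ± 0.16, and the phosphate transporter gene PHO84 1.83 ± 0.24. The cell wall sensor genes MTL1 and MID2 had 1.76 ± 0.35 and 1.21 ± 0.54, and with spots with a negative GenePix flag kept MID2 had 0.39. Both rested on 1 spot on at least 1 array, and the spots of OLE1 and PHO84 had up to 80.5% and 58.5% of saturated pixels in the immunoprecipitate. HYP2, the other eIF5A isoform, had 2.22 in experiment 1 and 0.00 in experiment 2. WHI3 itself had 0.20 ± 0.02 and its paralog WHI4 0.35 ± 0.40, while ACT1, encoding actin, had 0.10 ± 0.06. WHI3 was above background in neither Whi3-dRRM-TAP immunoprecipitate, with a signal at least 1.02-fold higher in Whi3-TAP, and total RNA of MTL1 and WHI4 was above background on no array. The sign of these small values depended on the scaling, with WHI3 at -0.13 under median centring and ACT1 at -0.12 under print-tip loess.

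**Figure D2:**
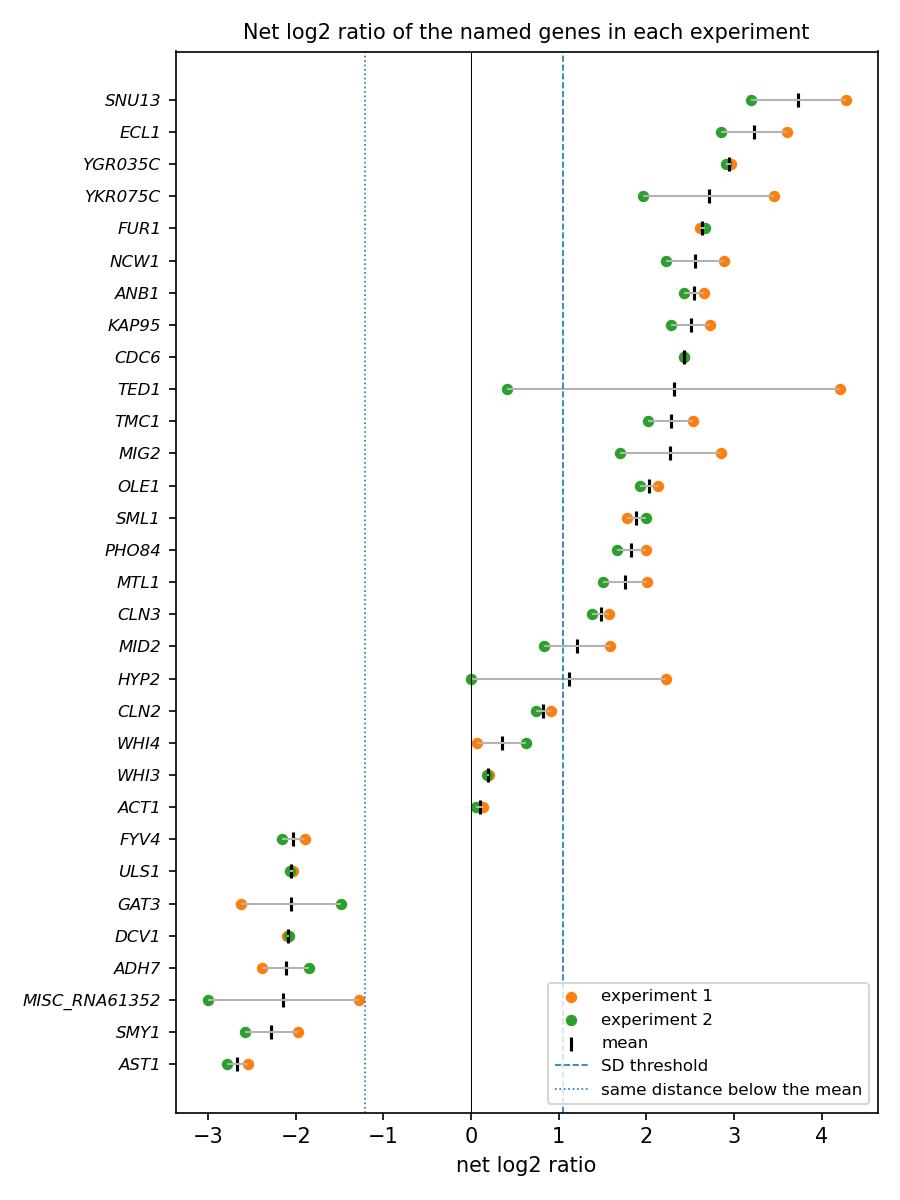
Net log ratio (log2) of named genes in each experiment (dots), with the mean as a tick and the SD limits of 1.05 and -1.21 as dashed and dotted lines. CLN3 lies above the upper limit in both experiments (1.58 and 1.38), HYP2 in experiment 1 alone (2.22 and 0.00), and ACT1 and WHI3 near 0.

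Of the 29 lists tested, 6 rose in net log ratio at the preset correlation, and none did with an estimated correlation. With an estimated correlation the list test rests on the residual degrees of freedom, 1 with the block and 2 without. It could therefore hardly pass any list, and its outcome decides nothing here. The test at the preset correlation sets the genes of a list against the other genes. Its p-values do not measure the spread over the 2 experiments. No member of any list passed the test over all genes, so counts below are adjusted over the list alone or made by the SD limit. Counts adjusted over the list alone take both directions together. Of all 4295 genes, 548 were higher and 709 lower at an unadjusted p under 0.05 in limma. Members can therefore pass adjusted over a list alone where the list as a whole does not differ. The mRNAs the study tabulated as Whi3 targets had a median of 1.87 (1.99 and 1.95), were positive in both experiments for 36 of 36 measured members and lay above the SD limit for 35, which is not independent evidence because the list was chosen on these samples. By the test 35 of them passed adjusted over the list alone (camera adjusted p = 2.0e-26, and adjusted p = 0.731 with an estimated correlation). Other lists that hold some of the tabulated mRNAs, such as CLN3, IPT1, KRE1 and MUP1, are in part not independent evidence either.

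Amino acid permeases rose with a median of 0.81 (0.84 and 0.79), and 13 of 18 were positive in both experiments. Of these, 5 lay above the SD limit and 9 passed adjusted over the list alone (adjusted p = 5.88e-05, and adjusted p = 0.731 with an estimated correlation). GNP1, a glutamine permease, had 1.56 ± 0.21, the lysine permease gene LYP1 1.38 ± 0.50, and the methionine permease genes MUP1 and MUP3 1.30 ± 0.14 and 1.16 ± 0.69. Cell wall proteins with glucan and chitin synthesis rose with a median of 0.33 (0.31 and 0.37), with 30 of 49 positive and 9 negative in both experiments. Of these, 7 lay above the SD limit and 9 passed adjusted over the list alone (adjusted p = 0.000545, and adjusted p = 0.731 with an estimated correlation). KRE1, needed for beta-glucan assembly, had 1.58 ± 0.02, the wall protein gene HSP150 1.50 ± 0.27, the chitin synthase gene CHS3 1.46 ± 0.58, and GAS3, of the glucanosyltransferase family, 1.33 ± 0.25.

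Sphingolipid and very long chain fatty acid synthesis rose with a median of 0.31 (0.19 and 0.31), with 16 of 26 positive and 4 negative in both experiments. Of these, 6 lay above the SD limit and 8 passed adjusted over the list alone (adjusted p = 0.0130, and adjusted p = 0.731 with an estimated correlation). The fatty acid elongase gene ELO2 had 1.92 ± 0.23, LCB1, encoding a subunit of serine palmitoyltransferase, 1.85 ± 0.14, IPT1 1.73 ± 0.48 and the hydroxylase gene SUR2 1.31 ± 0.01. Start and G1 cyclin genes rose with a median of 0.49 (0.53 and 0.38), with 11 of 19 positive and 5 negative in both experiments. Of these, 3 lay above the SD limit and 6 passed adjusted over the list alone (adjusted p = 0.0142, and adjusted p = 0.731 with an estimated correlation). Beside CLN3, the members with the highest values were NRM1, a co-repressor of G1 transcription, at 1.70 ± 0.12, the repressor gene YHP1 at 1.12 ± 0.02 and the cyclin gene PCL2 at 1.05 ± 0.08. Sterol synthesis rose with a median of 0.25 (0.27 and 0.23), with 15 of 25 positive and 6 negative in both experiments. Of these, 4 lay above the SD limit and 7 passed adjusted over the list alone (adjusted p = 0.0327, and adjusted p = 0.731 with an estimated correlation). ERG1, encoding squalene epoxidase, had 1.28 ± 0.65, ERG25 1.18 ± 0.02, ERG13 1.13 ± 0.07 and ERG3 1.06 ± 0.15. Of the genes named for these 6 lists, KRE1, IPT1, SUR2, NRM1, YHP1, PCL2, ERG1 and ERG13 were above background in neither Whi3-dRRM-TAP immunoprecipitate, and their Whi3-TAP signal was higher than the limit there by at least 1.09-fold (PCL2) to at least 1.98-fold (IPT1), except for ERG1 and ERG13, whose signal was below that limit. ERG1, ERG13 and IPT1 rested on 1 spot on at least 1 array, and total RNA of PCL2 and MUP3 was above background on no array. The call for sterol synthesis ended without Whi3-TAP array 2 (adjusted p = 0.0512) and without Whi3-dRRM-TAP array 2 (0.180), and that for sphingolipid synthesis ended without Whi3-dRRM-TAP array 2 (0.0652). With the series matrix the call for Start and G1 cyclin genes ended (adjusted p = 0.0620). Over all alternatives the adjusted p ranged from 0.000364 to 0.731 for sterol synthesis and from 0.00456 to 0.731 for sphingolipid synthesis. The range for Start and G1 cyclin genes was 0.00365 to 0.731. The upper ends come from the estimated correlation.

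**Figure D3:**
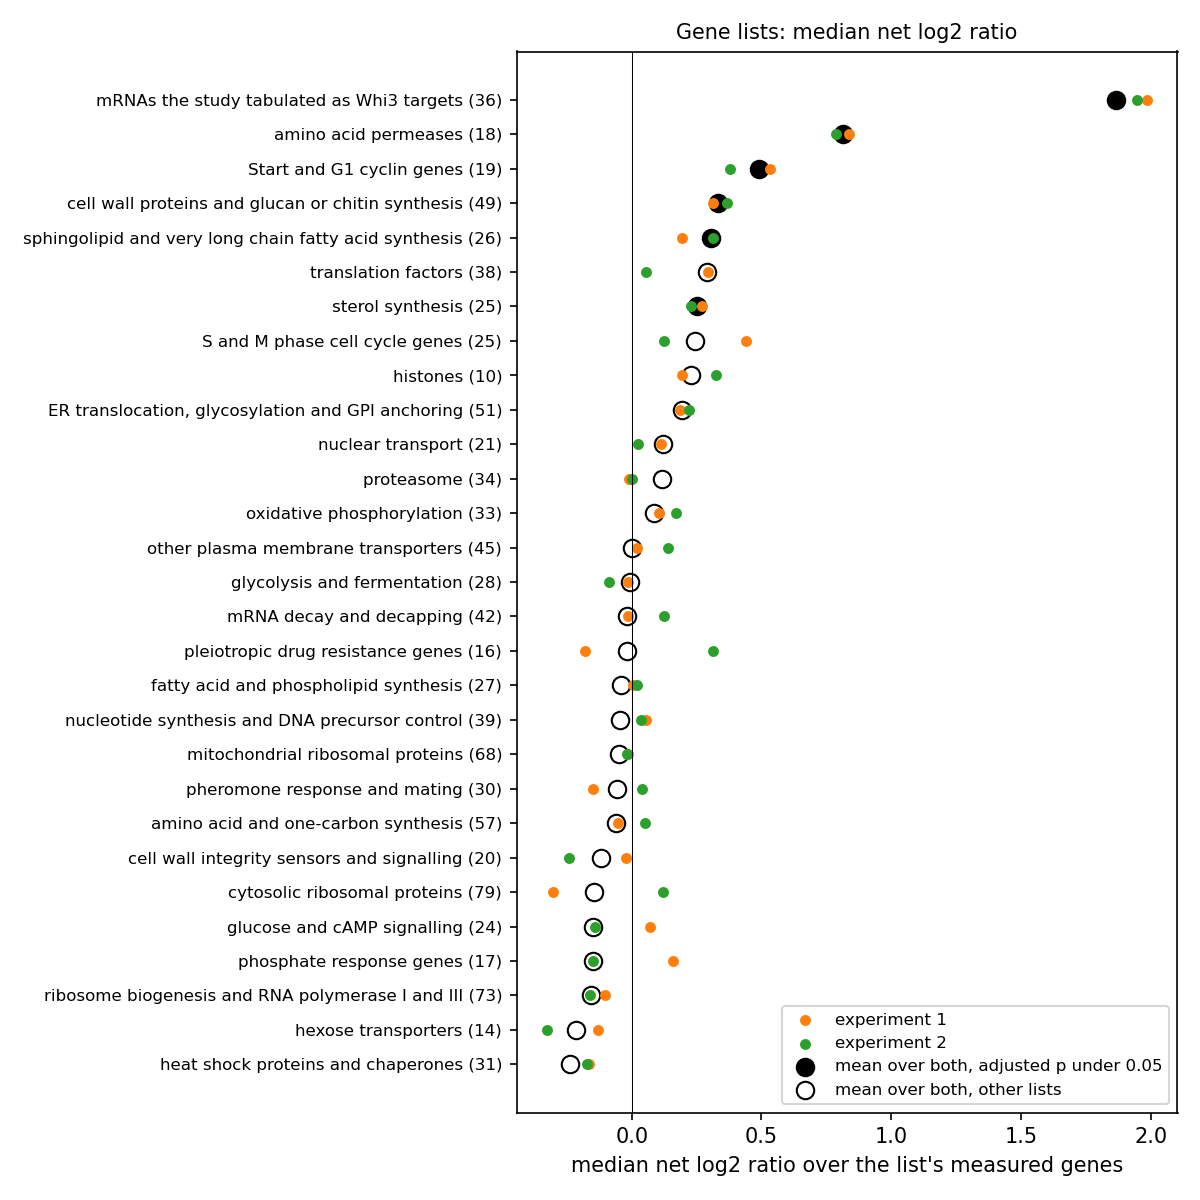
Median net log ratio (log2) of each gene list, as the mean over both experiments (large circle) and in each experiment (small dots), with the number of measured genes in brackets. The 6 lists with black circles passed the camera test at the preset correlation, from the tabulated targets (1.87) to sterol synthesis (0.25).

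The other 23 lists did not pass with the processing used here. Median net log ratios were 0.19 for ER translocation and glycosylation (adjusted p = 0.0619, with 5 of 51 passing adjusted over the list alone), 0.24 for S and M phase genes (0.110, 5 of 25) and 0.29 for translation factors (0.110, 4 of 38). Single members lay high, such as NDD1, an activator of mitotic genes, at 2.26 ± 0.10, above background in neither Whi3-dRRM-TAP immunoprecipitate, and the hexose transporter gene HXT1 at 1.76 ± 0.36. DHH1, an RNA helicase of mRNA decay, had 1.69 ± 0.13. The median was 0.23 for histones (adjusted p = 0.207, 2 of 10 adjusted over the list alone), 0.12 for the proteasome (0.241, 0 of 34), -0.02 for pleiotropic drug resistance (0.325, 5 of 16), -0.24 for heat shock proteins (0.325, 0 of 31), 0.09 for oxidative phosphorylation (0.343, 0 of 33) and -0.04 for nucleotide synthesis (0.345, 4 of 39). It was -0.04 for fatty acid and phospholipid synthesis (0.405, 1 of 27), 0.00 for other plasma membrane transporters (0.443, 4 of 45), -0.02 for mRNA decay (0.443, 3 of 42), -0.06 for amino acid and one-carbon synthesis (0.443, 4 of 57), -0.16 for ribosome biogenesis (0.558, 6 of 73) and 0.12 for nuclear transport (0.566, 2 of 21). It was -0.01 for glycolysis (0.605, 0 of 28), -0.06 for pheromone response (0.680, 0 of 30), -0.05 for mitochondrial ribosomal proteins (0.772, 0 of 68), -0.15 for phosphate response (0.828, 5 of 17), -0.22 for hexose transporters (0.865, 2 of 14) and -0.15 for cytosolic ribosomal proteins (0.882, 0 of 79). It was -0.12 for cell wall integrity signalling (0.974, 5 of 20) and -0.15 for glucose and cAMP signalling (0.974, 4 of 24). In pleiotropic drug resistance, nucleotide synthesis, fatty acid synthesis, mRNA decay, amino acid synthesis, glycolysis, pheromone response, phosphate response and glucose signalling, the median was negative while the mean and the direction of the test were positive. In mitochondrial ribosomal proteins, cytosolic ribosomal proteins and cell wall integrity signalling the median and the mean were negative and the direction of the test, which is relative to all other genes, was positive.

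Of these 23 lists, 11 passed under at least 1 alternative, in the direction of the test given by the processing used here. Cytosolic ribosomal proteins passed under median centring (adjusted p = 2.52e-08) and with the series matrix (9.83e-07), as did translation factors (0.000454 and 3.0e-05), histones (0.000462 and 0.00267), the proteasome (0.00345 and 0.0189) and nucleotide synthesis (0.0320 and 0.0448). Glycolysis (0.00548), oxidative phosphorylation (0.0198) and ER translocation and glycosylation (0.0217) passed under median centring. Pleiotropic drug resistance (0.0483) and, as lower, heat shock proteins (0.0403) passed with no background correction, and histones and, as lower, ribosome biogenesis with dim genes left out (0.0322 for each). Without Whi3-TAP array 1 ER translocation passed (0.0373), and without Whi3-dRRM-TAP array 1 ER translocation and the proteasome (0.0453 for each) and, as lower, heat shock proteins (0.0419) did. The highest adjusted p over the alternatives lay between 0.731 and 0.994 for these 11 lists.

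At the low end, ADH7 (-2.11 ± 0.38), ULS1 (-2.05 ± 0.03) and FYV4 (-2.03 ± 0.18) were above background in the immunoprecipitates of all 4 arrays, while AST1 (-2.66 ± 0.16) and SMY1 (-2.28 ± 0.43) were above it on none. The 37 measured probes with no open reading frame name, among them 34 for unnamed RNAs, had a median net log ratio of -1.15 (-0.76 and -1.54) against -0.08 for coding probes, and 32 were negative in both experiments. LSR1, the U2 spliceosomal RNA, had -1.25 and -1.75, and TLC1, the RNA of telomerase, had -0.53 and -0.75. These probes were picked out after their values were seen. Per the study's methods, cDNA was primed with oligo-dT, so their signal need not follow RNA amount where a poly(A) tail is lacking.

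Within each group, the ratio of immunoprecipitate to total RNA asks which RNAs the tagged protein and the resin carried over the bulk of mRNA. Among genes past the threshold, with Whi3-TAP PRM7 was highest at 3.60 ± 0.34 (SD, n = 2), followed by ECL1 at 3.29 ± 0.42 and TMC1 at 3.08 ± 0.36, and the lowest were AHP1 at -1.98 ± 0.28, encoding a peroxiredoxin, and GCV3 at -1.96 ± 0.53. With Whi3-dRRM-TAP the 5 highest past the threshold were probes for unnamed RNAs, from 3.95 ± 0.54 to 4.44 ± 0.16 for MISC_RNA558652, and the lowest was the peroxiredoxin gene TSA1 at -1.99 ± 0.01, while TED1, which did not pass, had -2.66 ± 2.67. Of these, MISC_RNA381541, MISC_RNA38812 and MISC_RNA832327 were above background in total RNA of neither Whi3-dRRM-TAP array, TSA1 was so in neither immunoprecipitate, and MISC_RNA558652 had up to 56% of saturated pixels in the immunoprecipitate. In limma 447 genes were higher and 384 lower with Whi3-TAP, and 586 and 396 with Whi3-dRRM-TAP. At an unadjusted p under 0.05, 821 genes were higher and 739 lower with Whi3-TAP, and 1009 and 714 with Whi3-dRRM-TAP. Over all arrays, the log ratios had r = 0.842 between the Whi3-TAP arrays, 0.633 between the Whi3-dRRM-TAP arrays, 0.360 and 0.425 between groups within experiments 1 and 2, and 0.485 and 0.214 between groups across experiments (Whi3-TAP array 1 with Whi3-dRRM-TAP array 2, and the reverse).

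Because each array is referred to total RNA of its own strain, total RNA was compared between the strains. The membrane protein gene YRO2 had the highest value (1.90 ± 0.05, log2, Whi3-TAP over Whi3-dRRM-TAP), MDH2, encoding malate dehydrogenase, had 1.42 ± 0.05, and ENO1, encoding enolase, had -1.46 ± 0.62. YRO2 and MDH2 were above background in total RNA of neither Whi3-dRRM-TAP array, and MDH2 rested on 1 spot on at least 1 array, so the size of these differences is uncertain. No gene passed in limma (0 higher and 0 lower, smallest adjusted p = 0.220), with 321 higher and 207 lower at an unadjusted p under 0.05, and 0 and 0 both with no block and in the separate-channel fit. At an unadjusted p under 0.05 the fit with no block had 87 higher and 78 lower. With no background correction 52 genes passed as higher and 36 as lower. As a group, the tabulated Whi3 targets fell with a median of -0.30 and were lower in both experiments for 23 of 36, with 3 passing adjusted over the list alone (adjusted p = 2.44e-07, and adjusted p = 0.688 with an estimated correlation). The list was chosen on these samples and is not independent evidence. Amino acid and one-carbon synthesis rose (median 0.26, higher in both for 38 of 57, adjusted p = 0.00048), as did ribosome biogenesis (0.18, 44 of 73, 0.00703). Histones (-0.20, lower in both for 7 of 10, 0.00703), the proteasome (-0.15, 20 of 34, 0.00703), cytosolic ribosomal proteins (-0.09, 31 of 79, 0.0102), oxidative phosphorylation (-0.09, 18 of 33, 0.0223) and pleiotropic drug resistance (-0.13, 7 of 16, 0.0350) fell. In each of these 7 lists 0 genes passed adjusted over the list alone, and each had an adjusted p = 0.688 with an estimated correlation. The latter decides nothing here, given its few degrees of freedom, while p-values at the preset correlation do not measure the spread over the experiments. Under median centring the calls ended for ribosome biogenesis (adjusted p = 0.579), pleiotropic drug resistance (0.152, with its median at 0.02) and amino acid synthesis (0.0975), while with no background correction that for cytosolic ribosomal proteins ended (0.0975). Under print-tip loess those for oxidative phosphorylation and pleiotropic drug resistance ended (0.0571 for each), and with quantile normalization that for pleiotropic drug resistance ended (0.114).

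Probes for 3′ UTRs gave a separate reading of some genes. SAM1, encoding S-adenosylmethionine synthetase, had a mean net log ratio of 1.74 with the coding probe and 2.47 with the 3′ UTR probe, MRH1 had 1.80 and 2.04, and TEF4, encoding a translation elongation factor subunit, had 1.84 and 1.10. The histone gene HHF1 had 1.06 and -1.03. Over 96 genes with both probes, r was 0.551 and rho 0.474 across genes (permutation p = 1e-05, the smallest that 100000 resamples can give), and 5 of the 7 genes above the SD limit with the coding probe were above it with the 3′ UTR probe. Of the 11 genes above it with the 3′ UTR probe, 6 were not above it with the coding probe, among them DBF2 (1.51 with the 3′ UTR probe and 0.04 with the coding probe) and RAS1 (1.09 and -0.34), which were picked out after their values were seen.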

Values the study reported

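The study called an mRNA a target where its mean net enrichment lay at least 1.65 SD above the mean, and reported 262 targets, with CLN3 in 70th place. It compared these with 326 from an earlier screen and found 111 in both. Among the log2 enrichments it tabulated were 3.8 for SNU13, 3.0 for YGR146C, 2.4 for ANB1, 2.3 for SML1, 2.2 for OLE1, 2.1 for HYP2, 2.0 for PHO84 and 1.3 for CLN3.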

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

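Of the tests in this part, those of the repeated net enrichment and that of saturation in single channels for HYP2 were chosen after the result was seen. The tests of the probes with no open reading frame name and of saturation in both channels were fixed before their own outcome was seen, but after the pattern had been noticed.

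Which genes had a high net log ratio repeated between the experiments, with 90 genes above each experiment's own SD limit in both and a median of 1.69 over them. A difference in total RNA between the strains as the whole cause was argued against, since 85.0% of that median lay in the immunoprecipitate channel. The genes were picked for a net log ratio that follows this channel (r = 0.888 across genes), which favours a large share there. Their median total RNA difference was -0.26, so a part from total RNA is not excluded. Signal near background as the whole cause was argued against, since 66.2% of the median difference in the immunoprecipitate channel was left with Whi3-dRRM-TAP signals raised to the limit of background. Hybridisation of other transcripts to the coding probe stays open, because 3 of the 90 genes had a 3′ UTR probe to compare, although r was 0.551 over the 96 genes with both probes. Binding that needs the RNA recognition motif, tagged protein level and yield of the pull-down in each strain stay open as well.

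The 37 probes with no open reading frame name had a median net log ratio of -1.15, with 17 below the lower SD limit. Low signal, or DNA carried evenly into the immunoprecipitate, was argued against as the whole cause by coding probes of the same total RNA signal, of which 10000 matched lists had a middle value of -0.28 and 0 a median as low (lowest -0.86). A difference in total RNA between the strains as the whole cause was argued against, since 76.7% of the median lay in the immunoprecipitate channel. The median total RNA difference of these probes was 0.29, so a part from total RNA is not excluded. Their median over total RNA was 1.11 with Whi3-TAP and 2.38 with Whi3-dRRM-TAP, so that they may be carried over by the tag or the resin in both strains. Per the study's methods, cDNA was primed with oligo-dT, so the signal of an RNA with no poly(A) tail need not follow its amount. How far that holds for these probes was not tested. DNA that is richer at these probes than at coding probes of the same signal was not tested and stays open.

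HYP2 had a net log ratio of 2.22 in experiment 1 and 0.00 in experiment 2. Saturation of both channels on both arrays of experiment 2 was argued against, since the lowest median share of saturated pixels there was 0.5%, in the immunoprecipitate of Whi3-dRRM-TAP. Saturation of single channels stays open, since Whi3-dRRM-TAP total RNA, which lowers the net log ratio, stood at 9% in experiment 1 and 86% in experiment 2, but Whi3-TAP total RNA, which raises it, stood at 35.5% and 71%, and the Whi3-TAP immunoprecipitate was alike at 88% and 84%. The 3′ UTR probe of HYP2, itself 90.5% saturated in the Whi3-TAP immunoprecipitate of experiment 2, had 1.60 there. No biological explanation was tested.

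Control probes that no comparison used gave signal above the 99th percentile of empty spots on their array. The meaning of their prefix, SP, is not given in the sources used here. The SP ACT1 probe had a median net intensity of 200.5 in the immunoprecipitate and 376.5 in total RNA of Whi3-TAP array 2. The SP GPD1 probe had 145 and 242 on Whi3-TAP array 1, 3455 and 6552 on Whi3-TAP array 2, and 1544.5 and 6182 on Whi3-dRRM-TAP array 2. The SP GPD3 probe had 96.5 in total RNA of Whi3-TAP array 1, 1954.5 and 3601 on Whi3-TAP array 2, and 1053.5 and 2133 on Whi3-dRRM-TAP array 2.

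Medians over total RNA were positive on both Whi3-TAP arrays and negative on both Whi3-dRRM-TAP arrays for 6 lists, with a median net log ratio of 1.87 (tabulated targets), 0.81 (amino acid permeases), 0.31 (sphingolipid synthesis), 0.25 (sterol synthesis), 0.19 (ER translocation and glycosylation) and -0.018 (mRNA decay), of which ER translocation and mRNA decay did not pass the list test. For ribosome biogenesis, with a median net log ratio of -0.16 and no pass either, the signs were the reverse. The list tests of the report are the tests of these differences. Of the 152 named genes, 63 had opposite signs in the groups on every array, 50 of them higher with Whi3-TAP, and these differences were not tested gene by gene beyond the report. Over all genes the counts were 335 higher with Whi3-TAP and 389 lower.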

How the results depend on the processing

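Chosen after the data were seen were the limit of at least 2 spots, the 3′ UTR probes, the estimated correlation with no block, and leaving out arrays for the lists and total RNA. For the tests of genes, pairs of counts here are of genes, higher then lower, while counts for the SD limit and for lists are single. The cause of a change was not tested except where fewer genes or arrays were used. On leaving out 1 array, the lone array of a group was taken to vary like the other group. Counts of genes passing on leaving out 1 array rest on that spread, so they are listed only for completeness and decide nothing here. For the net log ratio, where the blocked test gave 0 and 0, the counts were 341 and 333 with no background correction, 54 and 46 with median centring, 534 and 517 with spots with a negative GenePix flag kept (5738 genes), 53 and 132 with dim genes left out (396 genes), 62 and 400 with the series matrix (3477 genes), 71 and 61 with no block, 275 and 252 with an intensity trend, and 257 and 263 with at least 2 spots. Leaving out 1 array gave 0 to 618 and 0 to 912, over 4301 to 5270 genes. The 215 genes above the SD limit became 118 at 2 SD, and 202 and 206 in a single experiment, which is a value with no test. Of the 4295 genes, 396 were above background in both channels on all 4 arrays, 21 of them among the 215. With only these 396 kept, 19 lay above the limit set anew, all of them among the 215. Of the 215, 191 stayed with plain subtraction, 185 with the median foreground, 188 with print-tip loess, 159 with no background correction, 148 with median centring and 178 with those spots kept. The series matrix had values for 161 of the 215, of which 121 stayed. The correlation of 0.629 was 0.728 with no background correction, 0.681 with median centring, 0.851 with dim genes left out, 0.707 with the series matrix and 0.740 with at least 2 spots. For Whi3-TAP over total RNA all calls ended on leaving out Whi3-TAP array 1, and likewise on leaving out Whi3-TAP array 2. For this comparison (447 and 384) the counts were 778 and 698 with no background correction, and 828 and 704 with those spots kept. With dim genes left out the counts were 82 and 103. For Whi3-dRRM-TAP (586 and 396) they were 954 and 723 with median centring, 649 lower with those spots kept, 144 and 74 with dim genes left out, and 691 to 1106 and 537 to 719 on leaving out 1 array. Total RNA (0 and 0) gave 52 and 36 with no background correction, and 0 to 43 and 0 to 19 on leaving out 1 array. The 6 lists became 14 with median centring, 10 with the series matrix, 0 with an estimated correlation, 0 with an estimated correlation and no block (lowest adjusted p 0.156), and 4 to 9 on leaving out 1 array. With no background correction the call for sterol synthesis ended (adjusted p = 0.0595), and with the series matrix that for Start genes did (0.0620), within ranges over the alternatives of 0.000364 to 0.731 and 0.00365 to 0.731. The upper ends come from the estimated correlation, which could hardly pass a list here. Of the named genes, NUP85 alone had a value past an SD limit and changed sign, while 10 with values nearer 0 changed sign under some alternative. NUP85 went from 1.14 to -0.17 with those spots kept, and from -0.053 to 2.33 on leaving out 1 experiment. Median centring moved the median of all genes to -0.21 from -0.09, and the series matrix moved it to -0.48 from -0.07. The comparisons with motif density and AUUUUA sites were not run. Signal over background limits all of this, since 2127 of 4295 genes were above it in neither Whi3-dRRM-TAP immunoprecipitate.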

Other observations

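The comparison of total RNA in this part was chosen after the result was seen.

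Total RNA of mRNAs with a high net log ratio was compared between the strains, with the genes taken from one experiment and their total RNA from the other. The net log ratio subtracts total RNA, so genes picked for it are picked in part for low total RNA of the Whi3-TAP strain (r = -0.405 across genes), and any lasting difference between strains or probes carries this into the other experiment. The values therefore do not show that high net enrichment and low total RNA are linked beyond that. The 206 genes above the SD limit of experiment 1 alone had a median total RNA difference of -0.15 (log2) in experiment 2, against 0.02 for all genes, and 143 of them (69.4%) were lower. The 202 genes above the limit of experiment 2 alone had -0.15 in experiment 1, against 0.04 for all genes, and 139 (68.8%) were lower. With median centring the values were -0.16 against -0.01 and -0.02 against 0.16.

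The mean net log ratio of HYP2 here was 1.11. That is lower than the value quoted from the study above. It averages 2.22 in experiment 1 and 0.00 in experiment 2, from a probe with up to 88% of saturated pixels in the immunoprecipitate and 86% in total RNA, so it is not an exact value, and the 3′ UTR probe of HYP2 had a mean of 1.95.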
